# LncRNA PELATON regulates Th2 cell differentiation by miR-10b-5p/GATA3 axis in allergic rhinitis^☆^

**DOI:** 10.1016/j.waojou.2025.101108

**Published:** 2025-08-21

**Authors:** Zhen Liu, Yumei Li, Xiangkun Zhao, Qi Sun, Yu Zhang, Yaqi Wang, Han Fang, Yujuan Yang, Yakui Mou, Xicheng Song

**Keywords:** Allergic rhinitis, RNA, Long noncoding, GATA3 transcription factor, MicroRNAs, Th2 cells

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs) have been increasingly recognized as critical regulators in the pathogenesis of immunoinflammatory diseases. Nevertheless, their mechanistic contributions to Th2-driven allergic rhinitis (AR) remain unclear. This study investigated the immunomodulatory function of lncRNA PELATON in AR pathogenesis by exploring its regulatory effects on Th2 cell differentiation.

**Methods:**

A total of 32 participants were enrolled, comprising 16 patients diagnosed with AR and 16 control subjects. The allergy levels of the participants were assessed using the skin prick test (SPT), and the levels of PELATON expression in PBMCs were detected by qPCR. Spearman's correlation analysis was used to calculate the correlation between the 2 variables. Changes in GATA3, IL-4, IL-5, and IL-13 expression were examined, as well as changes in Th2 cell differentiation resulting from the overexpression of PELATON and miR-10b-5p. Modulation of miR-10b-5p and GATA3 expression by PELATON was studied via transcriptome sequencing, dual-luciferase reporter assays, and *in vitro* experiments.

**Results:**

LncRNA PELATON expression was elevated in patients with AR and showed a significant correlation with allergy levels. PELATON was enriched in CD4^+^T cells. Overexpression of PELATON in PBMCs led to an increase in the proportion of Th2 cells and the levels of GATA3, IL-4, IL-5, and IL-13 expression, while the overexpression of miR-10b-5p reduced the expression levels of GATA3, IL-4, IL-5, and IL-13. PELATON bound directly to miR-10b-5p and inhibited the negative regulatory effect of miR-10b-5p on GATA3, thereby forming a ceRNA network that promoted Th2 cell differentiation.

**Conclusion:**

LncRNA PELATON competitively binds to miR-10b-5p and promotes GATA3 expression, resulting in Th2 cell differentiation and activation in AR. Formation of the lncRNA PELATON/miR-10b-5p/GATA3 ceRNA network is a regulatory mechanism that offers new possibilities for finding therapeutic targets for AR.

## Introduction

Allergic rhinitis (AR) is an IgE-mediated nasal mucosal inflammation caused by allergens and presents with symptoms of rhinorrhea, sneezing, nasal congestion, and itching. AR affects 10–30% of adults globally, and approximately 40% of AR patients subsequently develop asthma, which imposes a substantial economic burden on society.^1^ The current treatments for AR include avoiding contact with allergens, surgical intervention, specific immunotherapy, and the use of pharmacotherapy, such as H1-receptor blockers, nasal glucocorticoids, and leukotriene receptor antagonists. However, relapse after medication withdrawal and local or systemic adverse reactions have been reported.^2^ Therefore, it is crucial to clarify the molecular mechanism of AR and discover new therapeutic targets.

Accumulating evidence indicates that dysregulated differentiation of CD4^+^T lymphocytes into Th1 and Th2 subsets is a key immunological factor that contributes to AR pathogenesis.^3^ Allergens are processed by cells and subsequently presented to CD4^+^T cells, leading to increased expression of GATA3. This transcription factor drives Th2 polarization characterized by elevated levels of IL-4, IL-5, and IL-13 that contribute to AR pathogenesis.^4^^,^^5^

Long noncoding RNAs (lncRNAs) are RNA molecules exceeding 200 nucleotides in length. They can be categorized based on their relative positions to known neighboring "protein-encoding" exons. LncRNAs transcribed from regions between protein-encoding genes are known as long intergenic lncRNAs, whereas those transcribed from intronic regions are called intronic lncRNAs.^6^ LncRNAs function as transcriptional regulators via their direct interactions with chromatin-modifying proteins and transcription factors.^7^ The functions of lncRNAs are highly dependent on subcellular localization.^8^ Numerous studies have demonstrated that lncRNAs are critically involved in the pathogenesis of AR through their regulatory effects on immune responses, and particularly by modulating the differentiation of B and T lymphocytes.^9^ Previous studies have reported the dysregulated expression of 2259 lncRNAs in the nasal mucosa of patients with AR, and a lncRNA-mRNA co-expression analysis showed that lncRNAs in the nasal mucosa and peripheral blood participate in AR pathogenesis via different pathways.^10^ PELATON, which is also known as LINC01272 and ENST00000445003.1, is a long non-coding RNA located at the 50,247,487–50,287,035 site of chromosome 20.^11^ 

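On GRCh38, GENCODE names the gene of this transcript SMIM25 and places it on the plus strand of chromosome 20 from 50267486 to 50279795. The transcript is 539 nucleotides long, with 3 exons between 50267499 and 50278427. CEBPB, after which the sample labels name it, lies 74797 bp away on the same strand, from 50190734 to 50192689, and the nearest of the annotated neighbors is LINC01270, 12925 bp away. The siRNA against PELATON matches positions 253 to 271 of the transcript in exon 2, and the qPCR primers span 111 nucleotides across exons 2 and 3.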

Previous studies found that the LINC01272 (PELATON)/miR-876/ITGB2 axis promotes colorectal cancer metastasis^12^ and induces cell apoptosis.^13^^,^^14^ In addition, LINC01272 is a potential new biomarker for certain immune diseases, including inflammatory bowel disease and Crohn's disease.^15^^,^^16^ Our previous study found that PELATON was highly expressed in the peripheral blood of patients with AR.^17^ Recent studies have revealed that lncRNAs function as molecular sponges for microRNAs (miRNAs) in the cytoplasm.^18^^,^^19^ This mechanism is mediated by the binding of miRNAs to complementary sequences within the 3' untranslated regions (UTRs) of target mRNAs, thereby establishing a competitive endogenous RNA (ceRNA) network.^20^

Although several studies have demonstrated the differential expression of lncRNAs and miRNAs in patients with AR, the precise regulatory mechanisms of lncRNAs in AR pathogenesis remain poorly understood. Therefore, a thorough investigation into the function of lncRNA in AR could assist in identifying biomarkers that aid in the diagnosis, treatment, and prediction of AR. This study examined the pivotal role played by PELATON in Th2 cell differentiation within AR and provides critical insights into the underlying mechanisms that drive the pathogenesis of allergic airway diseases.

## Materials and methods

### Patient inclusion and exclusion criteria

This study enrolled a total of 32 participants, comprising 16 patients diagnosed with AR and 16 control subjects. All patients had a confirmed diagnosis of AR, as defined by the Chinese Guidelines for the Diagnosis and Treatment of Allergic Rhinitis.^21^ Patients with AR had to have clinical symptoms associated with an allergen and show a positive skin prick test (SPT) for that allergen. All patients with AR exhibited positive results for specific IgE testing and had abstained from any systemic medications, including corticosteroids, biologic therapy, or allergen-specific immunotherapy, for at least 3 months prior to enrollment. Individuals with concurrent nasal pathologies (eg, tumors, inflammatory conditions), systemic diseases, or other allergic disorders such as asthma, atopic dermatitis, or atopic colitis were excluded from enrollment. Control subjects were required to have negative specific IgE test results. The study received ethical approval from the Institutional Ethics Committee, and all subjects provided their written informed consent prior to enrollment. Detailed clinical characteristics of both the AR and control subjects are shown in Supplementary Table 1.

### Allergy detection

The allergic sensitization of participants in this study was evaluated using the SPT, which is a highly sensitive and standardized method used for detecting IgE-mediated type I hypersensitivity and diagnosing AR.^22^^,^^23^ The SPT reaction intensity was quantified using the skin index (SI), which is calculated as the ratio of the allergen-induced wheal diameter to a corresponding histamine-induced wheal diameter. Based on the SI values, the reactions were classified into 4 grades: + (0.3 ≤ SI < 0.5), ++ (0.5 ≤ SI < 1.0), +++ (1.0 ≤ SI < 2.0), and ++++ (SI ≥ 2.0).^24^

### Total Nasal Symptom Score

Total Nasal Symptom Score (TNSS) is defined as the sum of individual symptom scores for rhinorrhea, nasal congestion, nasal pruritus, and sneezing, with each symptom rated on a 4-point scale ranging from 0 (none) to 3 (severe).

### PBMC and CD4^+^T cell isolation and culture

Peripheral blood mononuclear cells (PBMCs) were isolated from freshly collected anticoagulated peripheral blood using a Ficoll density gradient centrifugation kit (Solarbio, China). Following isolation, the PBMCs were washed twice with phosphate-buffered saline (PBS). Subsequently, CD4^+^T cells were purified from the PBMCs using a human CD4^+^T Cell Isolation Kit (Miltenyi Biotec, Germany), according to the manufacturer's instructions. Prior to culture, the cells were pre-treated with 5 μg/mL anti-CD3 and anti-CD28 antibodies in 6-well plates to stimulate T cell activation. Both the PBMCs and CD4^+^T cells were then cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) at 37°C in a humidified 5% CO2 incubator.

### Separation of the cell nucleus and cytoplasm and PELATON expression analysis

Subcellular localization of PELATON was analyzed by performing nucleocytoplasmic fractionation assays. A PARIS™ Kit Protein and RNA Isolation System (Thermo Fisher Scientific, Waltham, MA, USA) was used to perform nuclear and cytoplasmic fractionation of Jurkat cells, which is an immortalized human T-lymphocyte cell line extensively utilized in biomedical research for investigating T-cell signaling pathways and the expression profiles of chemokine receptors.^25^ This was followed by RNA extraction from the nucleus and cytoplasm. The extracted RNA was subsequently reverse-transcribed into cDNA using an Evo M-MLV Mix Kit with gDNA Clean for qPCR Kit (Accurate Biotech, China). The cDNA amplification was performed using a 2 × EasyTaq PCR SuperMix (+Dye) (TransGen Biotech, Beijing) kit. PELATON expression in the nucleus and cytoplasm was detected using 2% agarose gel electrophoresis (100 V, 40 min).

### Construction and transfection of PELATON overexpression lentivirus

PBMCs and Jurkat cells were cultured for 24 h and then infected with an appropriate volume of control or PELATON overexpression lentivirus (constructed by Hanheng Biological Technology, MOI = 5), followed by the addition of 6 μg/mL polybrene. Purinomycin (1 μg/mL) was added to Jurkat cells at 48 h after infection to screen for stably transfected cell lines.

### Transcriptional small RNA sequencing and analysis

To identify PELATON-regulated downstream genes, we performed transcriptome sequencing using PELATON-overexpressing Jurkat cells, with sequencing services provided by Applied Protein Technology (Shanghai, China). Total RNA was extracted from the samples using Trizol Reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). Small RNA libraries were constructed using the NEBNext Multiplex Small RNA Library Prep Set for Illumina. The quantified libraries were combined and sequenced on Illumina platforms based on the optimal library concentration and necessary data. The detailed steps are mentioned in a previous publication by Arindrarto et al, 2021.^26^

### Differential expression of miRNAs and target gene prediction

A differential expression analysis was conducted between the control group and the PELATON overexpression group by using the DESeq R package (version 1.8.3). The *P*-values were adjusted using the Benjamini-Hochberg method. The Benjamini-Hochberg method was employed to adjust the *P*-values, with a default significance threshold set at a corrected *P*-value of 0.05 for identifying differentially expressed genes. Additionally, the target genes of miRNAs were predicted using the miRanda (Enright et al., 2003).

The predicted target genes of the differentially expressed miRNAs were identified through a KEGG analysis (https://www.kegg.jp/). The target genes related to Th2 differentiation were screened based on the KEGG results, followed by the screening of Th2 differentiation-related miRNAs from differentially expressed miRNAs.

### Transfection of PELATON siRNA, miR-10b-5p inhibitors, and mimics

Specific siRNAs for PELATON, as well as inhibitors and mimics for miR-10b-5p, were designed and produced by GenePharma (Shanghai, China). The sequences used were as follows: PELATON siRNA: 5’-CAAGUGCCCAGUAAACACUTT-3’; miR-10b-5p inhibitor: 5′-CACAAAUUCGGUUCUACAGGGUA-3’; miR-10b-5p mimics: sense-5′- UACCCUGUAGAACCGAAUUUGUG-3′, antisense-5′-CAAAUUCGGUUCUACAGGGUAUU-3’. SiRNAs, inhibitors, and mimics were transfected into PBMCs at 48h by using Lipofectamine 3000 (Thermo Fisher Scientific, USA), according to the manufacturer's instructions.

### RNA extraction and qPCR

Changes in gene expression at the transcriptional level were quantified using qPCR. RNA was extracted from PBMC cells with SparkZol Reagent (SparkJade, China), according to the manufacturer's protocol. For lncRNA, reverse transcription into cDNA was carried out using a total-transcriptome cDNA Synthesis Kit (Applied Biological Materials, USA). Similarly, microRNAs were converted into cDNA by using a miRNA 1st Strand cDNA Synthesis Kit (Accurate Biotech, China), according to the provided guidelines. The 2 × SYBR Green QPCR Mix (With ROX) reagent (SparkJade, China) was used for performing qPCR, with GAPDH and U6 serving as the reference genes. Gene expression levels were quantified via the 2^−ΔΔCT^ method, and each experiment was conducted in triplicate. The mean values derived from the replicates were utilized for subsequent comparative analyses. The primers were synthesized by Sangon Biotech (China) and are shown in Supplementary Table 3.

### Protein extraction and western blotting

Changes in gene expression at the translational level were detected by western blotting. Total proteins were extracted from PBMC cells using RIPA lysis buffer (Solarbio, China). The protein samples were resolved via SDS-PAGE, and the protein bands were subsequently transferred onto PVDF membranes, which were blocked to prevent non-specific binding. Next, the membranes were incubated overnight at 4°C with primary antibodies that included rabbit anti-β-ACTIN, anti-GAPDH (1:1000, Affinity, Cincinnati, OH, USA), and anti-GATA3 (1:1000, Sino Biological, China); after which, the membranes were incubated with an HRP-conjugated goat anti-rabbit secondary antibody (1:1000, Affinity, USA) for 2 h at room temperature. Protein-antibody complexes were visualized using a hypersensitive chemiluminescent reagent (SparkJade, China). Protein expression levels were quantified using Image J software and normalized against those of GAPDH.

### Luciferase assay

Dual-luciferase reporter assays were performed to verify the binding sites between PELATON, miR-10b-5p, and GATA3. 

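In the PELATON transcript of GENCODE, the 5 bases GGTTC occur once, in exon 1 on chromosome 20 from 50267524 to 50267528 of GRCh38. They are complementary to positions 10 to 14 of miR-10b-5p, counted from 1 at the 5′ end of the sequence UACCCUGUAGAACCGAAUUUGUG, and this is the longest perfect complement of miR-10b-5p in the transcript. The transcript holds 0 matches to positions 2 to 7, 2 to 8 or 3 to 8 of miR-10b-5p, the seed through which miRNAs commonly recognize targets. Of 10000 random shuffles of the transcript, 39.0% held GGTTC at least once and 19.9% held a match to positions 2 to 7 or 3 to 8, so most shuffles held none of the latter either.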

PELATON was predicted to bind to miR-10b-5p via the 26–30 5′-GGTTC-3′ site. In turn, miR-10b-5p was predicted to bind to the GATA3-3′ UTR region at site 236–242 5′-ACAGGG-3'. 

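The 3′ UTR of GATA3 is 1180 nucleotides long and lies in exon 6, on chromosome 10 from 8074024 to 8075203 of GRCh38. ACAGGG occurs in it 2 times, at positions 18 to 23 and 236 to 241 after the stop codon, and is complementary to positions 3 to 8 of miR-10b-5p. At the site from 236 to 242, ACAGGGT matches positions 2 to 8 of miR-10b-5p, the longest perfect complement in the 3′ UTR.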

In order to block miR-10b-5p binding to PELATON or the GATA3-3′ UTR, we mutated the binding sites from 5′-GGTTC-3′ to 5′-AACCG-3′ in PELATON, and from 5′-ACAGGG-3′ to 5′-GCGAAA-3′ in the GATA3-3′ UTR. Next, we constructed psiCHECK2 vector plasmids (Sangon Biotech, China) that contained the wild-type (WT) and mutant (MUT) PELATON and GATA3 3′UTR region, and designated them as PELATON-WT, GATA3-3′-UTR-WT, PELATON-MUT, and GATA3-3′-UTR-MUT. Plasmids were separately co-transfected into 293T cells along with miR-10b-5p mimics or mimic control (GenePharma, China) by using Lipofectamine 3000 for 48 h. Luciferase activity was measured using a Dual Luciferase Reporter Assay Kit (Vazyme, China).

### ELISA

Inflammatory mediators in PBMCs were quantified by ELISA. The supernatant of the PBMC cell culture solutions was collected, and the concentrations of IL-4, IL-5, and IL-13 were detected using the ELISA kit (Jiyinmei Biotechnology, China), as per the manufacturer's instructions.

### Flow cytometric analysis

Changes in Th2 cell proportions were analyzed by flow cytometry. PBMCs were incubated on ice with anti-human CD4-Percp-Cy5.5 (Thermo Fisher Scientific, USA) for 1 h in the dark. For intracellular GATA3 staining, cells were permeabilized using a permeabilization/fixation buffer (Thermo Fisher Scientific, USA) and then labeled with anti-human-GATA3-AF488 (Thermo Fisher Scientific, USA) for 1 h. The stained samples were analyzed using a FACSCalibur flow cytometer (BD Biosciences, San Jose, CA, USA), and data were processed with FlowJo_v10.8.1 (FlowJo software, USA).

Gating strategy for sorting CD4^+^GATA3^+^ Th2 cells by flow cytometry: Mononuclear cells (10,000 cells) were gated from all cells according to SSC-A/FSC-A as subset-1. CD4^+^T cells stained with anti-human-CD4-Percp-Cy5.5 antibody were gated from subset-1. GATA3^+^ cells stained with anti-human-GATA3-AF488 antibody were gated from CD4^+^T cells.

### Correlation analysis

The correlation between PELATON expression levels in PBMCs and allergy levels, as well as TNSS, and the correlation between PELATON and miR-10b-5p expression levels were assessed using Spearman's correlation analysis.

### Statistical analysis

All data were analyzed using GraphPad Prism 9.0 software (GraphPad Software, USA), and results are expressed as a mean value ± standard deviation. Gene expression (qRT-PCR) was quantified using the 2^−ΔΔCT^ method and normalized to GAPDH and U6. All experiments were conducted with at least 3 replicates. Differences between groups were evaluated using the unpaired *t*-test (for 2 groups) or one-way ANOVA (for ≥ 3 groups) with Tukey's post hoc test, depending on normality,^27^ and A *P*-value <0.05 was considered to be statistically significant.

## Results

### PELATON was highly expressed in AR

PELATON expression was significantly increased in the peripheral blood of patients with AR when compared to healthy control subjects (Fig. 1a). PELATON expression was significantly correlated with allergic levels and TNSS, as shown by the Spearman's rank correlation coefficient (Fig. 1b and c, Supplementary Table 2). CD4^+^T cells and non-CD4^+^T cells were isolated from PBMCs. PELATON expression was markedly elevated in CD4^+^T cells when compared to non-CD4^+^T cells (Fig. 1d). We separated the Jurkat cell nucleus from the cytoplasm before studying the PELATON expression levels and detected PELATON expression in both the nucleus and cytoplasm (Fig. 1e). Our results suggest that PELATON could serve as a key immunoregulatory factor within PBMCs, and particularly in the CD4^+^T lymphocytes of patients with AR.

**Fig. 1:**
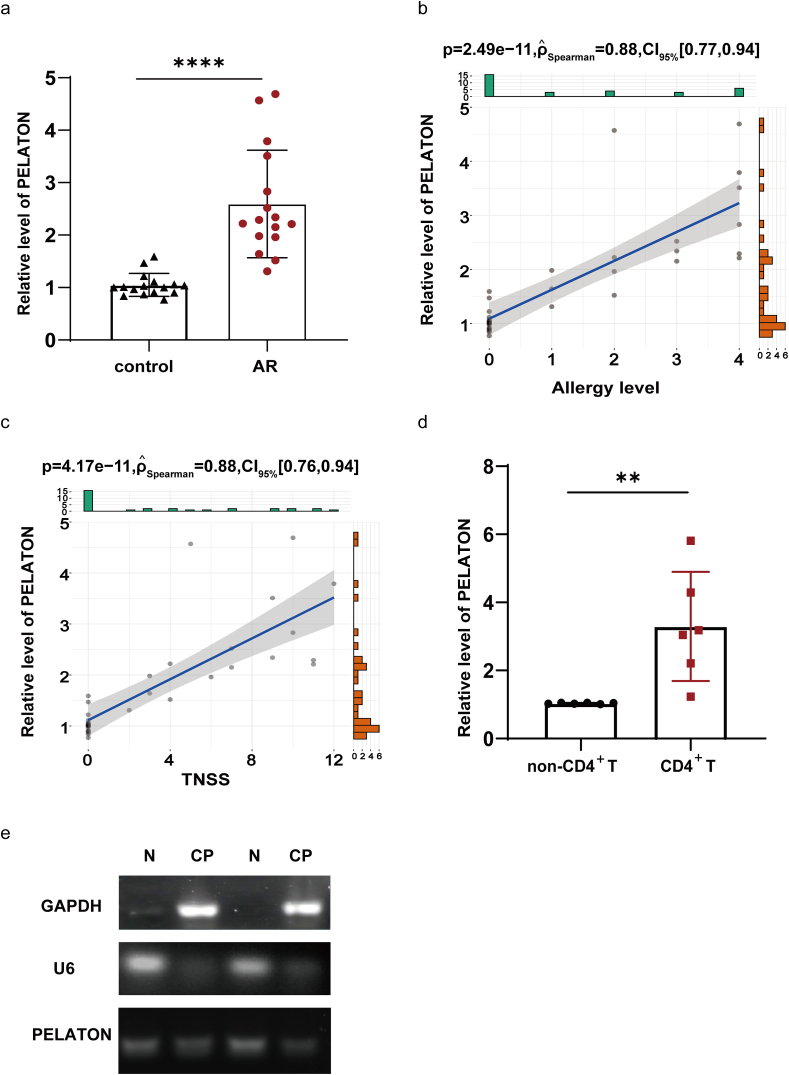
Expression of PELATON in AR. (a) Expression of PELATON in AR (n = 16) and control subjects (n = 16) was detected by qPCR. (b, c) Correlation analysis of the relative expression of PELATON with the corresponding allergy level and Total Nasal Symptom Score (TNSS) in all subjects by using the Spearman's rank correlation coefficient. The vertical coordinate is the relative expression level of PELATON and the horizontal coordinate is the corresponding allergy level or TNSS. N = 32. (d) Expression of PELATON in non-CD4^+^T cells (n = 6) vs. CD4^+^T (n = 6) cells was detected by qPCR. (e) Detection of PELATON expression in the intracellular nucleus and cytoplasm after nucleoplasmic separation in Jurkat cells. N, nucleus, CP, cytoplasm. ∗∗, *P* < 0.01

### PELATON promoted the differentiation and activation of Th2 cells

To explore the effect of PELATON on Th2 cell differentiation, we forced the overexpression and knockdown of PELATON in PBMCs, and then detected the expression levels of the Th2 cell-specific transcription factor GATA3 and the inflammatory factors IL-4, IL-5, and IL-13 in the PBMCs. Overexpression of PELATON in PBMCs (Fig. 2a) was significantly enhanced the expression of GATA3 (Fig. 2b, 2c, 2d and Supplementary Fig. 2), upregulated the production of Th2-associated cytokines, including IL-4, IL-5, and IL-13 (Fig. 2e, 2f, 2g). Knockdown of PELATON in PBMCs (Fig. 2h) significantly reduced the expression levels of GATA3 (Fig. 2i, 2j, 2k, and Supplementary Fig. 2), IL-4, IL-5, and IL-13 (Fig. 2l, 2m, 2n). A significant increase in the proportion of Th2 cells in the CD4^+^T cell population was detected by flow cytometry after the overexpression of PELATON (Fig. 2o, 2p, 2q, and Supplementary Fig. 1). These results suggest that PELATON promotes the differentiation of CD4^+^T cells toward the Th2 lineage.

**Fig. 2:**
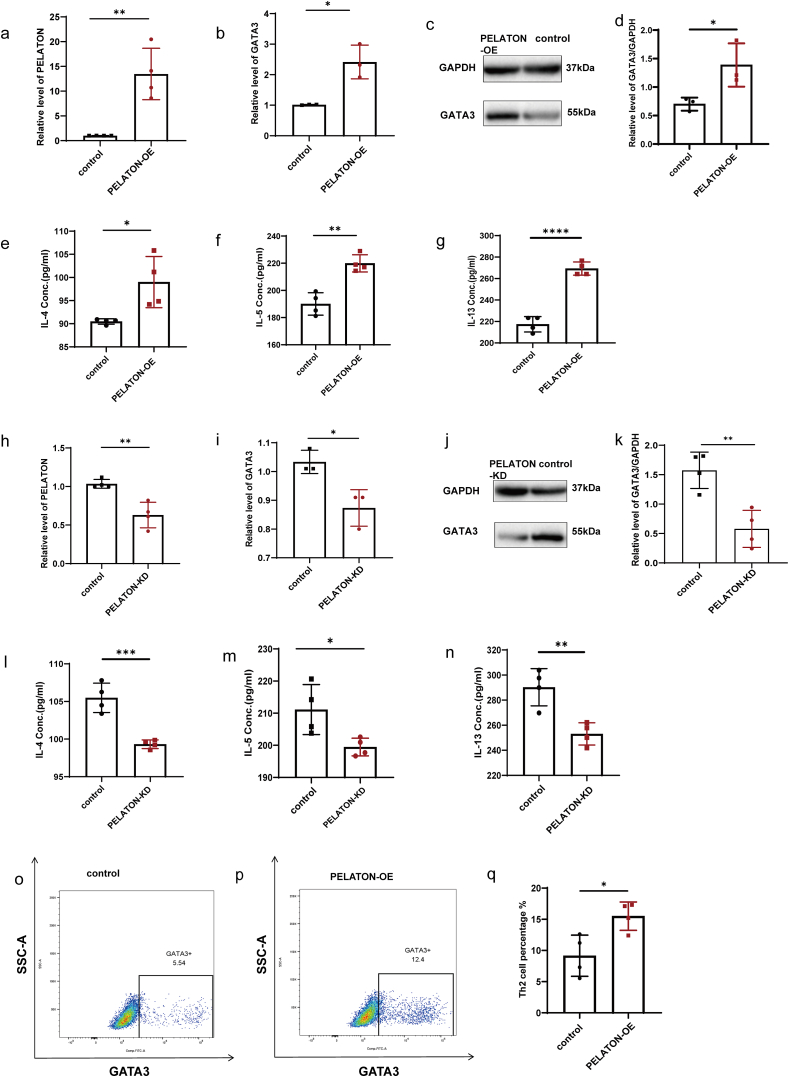
Effect of PELATON on Th2 cell differentiation and activation. (a) The efficiency of PELATON overexpression was detected by qPCR. (b) The expression of GATA3 mRNA in the control and PELATON overexpression groups was detected by qPCR. (c, d) The expression of GATA3 protein in the control and PELATON overexpression groups was detected by western blotting; the relative expression of GATA3/ACTIN was analyzed using ImageJ software (n = 4). (e, f, g) The expression of IL-4, IL-5, and IL-13 in the control and PELATON overexpression groups were detected by ELISA (n = 4). (h) The efficiency of PELATON knockdown was detected by qPCR. (i) The expression of GATA3 mRNA in the control and PELATON knockdown groups was detected by qPCR. (j, k) Expression of GATA3 protein in the control and PELATON knockdown groups was detected by western blotting; the relative expression of GATA3/ACTIN was analyzed using ImageJ software. N = 4. (l, m, n) The expression of IL-4, IL-5, and IL-13 in the control and PELATON knockdown groups were detected by ELISA (n = 4). Flow cytometry was used to detect (o) the proportion of GATA3+Th2 cells in the CD4+T cell population of the control group, and (p) the proportion of GATA3+Th2 cells in the CD4+T cell population of the PELATON overexpression group. (q) A comparative analysis of the Th2 cell proportion in the control group and PELATON overexpression group was performed using FlowJo software (n = 4). ∗, *P* < 0.05, ∗∗, *P* < 0.01, ∗∗∗, *P* < 0.001

### MiR-10b-5p decreased the differentiation and activation of Th2 cells

Previous studies reported that lncRNAs expressed in the cytoplasm often serve as molecular sponges for miRNAs that regulate gene expression.^28^^,^^29^ Our study revealed that PELATON was significantly expressed in the cytoplasm. 

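Expression of mature miRNAs was taken from the authors' deposited table of small RNA sequencing in Jurkat cells, a line derived from a human T-cell leukemia. The table sets 1 sample of PELATON-overexpressing cells beside 1 control sample, and the sample labels name the overexpressed transcript lnc-CEBPB-13. It lists 1450 miRNAs and no lncRNA or mRNA, so PELATON was not measured in it and the sample labels could not be checked against PELATON. The authors divided the read counts by DESeq size factors and deposited the mean normalized count of each group, the ratio of control to overexpression with its log2 value, and a p-value with its Benjamini-Hochberg adjustment. All ratios below are written as overexpression over control, by the sample labels. Every group mean was found to be the mean of 2 libraries of whole reads, and whole reads came out for 100% of the 1450 values of both groups (relative tolerance 1e-12, absolute tolerance 1e-09). The libraries labelled overexpression held 2052494 and 1177485 reads, and the libraries labelled control held 2615868 and 2663279 reads. The paper's statistics section gives at least 3 replicates for all experiments and does not say whether the 2 libraries of a group came from separate cultures, so a p-value from them measures only the spread between these libraries. The 10 most abundant miRNAs took 54.4% to 55.3% of the reads of each library. Across 564 miRNAs with at least 50 reads, which are not independent replicates, Pearson's r of the log2 normalized counts was 0.972 between the libraries labelled overexpression, 0.982 between the libraries labelled control and 0.922 to 0.956 between the groups. A miRNA was counted as higher or lower when the group means, each with a pseudocount of 1, differed by at least 2-fold and averaged at least 1. This rule uses no test and was set before the data were examined. A limma test of log2 normalized counts with a pseudocount of 1, comparing 2 libraries with 2, was added after they were examined.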

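MiRNAs of heart and skeletal muscle were the most strongly raised group in the libraries labelled overexpression, and the let-7 family was lower in them. Of 5 measured miRNAs of heart and skeletal muscle, 4 were higher, with the same 4 past an adjusted p of 0.05 from limma, and none was lower. miR-1-3p, a miRNA of heart and skeletal muscle, had a mean normalized count of 2847 with overexpression and 10.9 in control, a log2 ratio of 7.91 (limma 8.39, standard error 0.66, adjusted p = 0.000365). miR-133a-3p, transcribed together with miR-1 in muscle, had means of 1488 and 6.92, a log2 ratio of 7.55. miR-499a-5p, made from a myosin gene, had means of 26.3 and 26.8. The other members of this list, miR-208a-3p and miR-208b-3p, are absent from the deposited table. Of 11 miRNAs of smooth muscle and fibroblasts, 9 were higher and none was lower, and 6 rose at an adjusted p under 0.05 from limma (8 when adjusted over the list alone). miR-10b-5p is among the 9. miR-143-3p, a smooth muscle miRNA, had means of 246 and 31.0 (log2 ratio 2.95, limma standard error 0.30, adjusted p = 0.0018). Of 3 miRNAs of red blood cells with at least 10 reads, 2 were higher and 1 rose at an adjusted p under 0.05 from limma (2 when adjusted over the list alone). The latter was miR-486-5p, which is also abundant in muscle, with means of 769 and 60.4, and the other, miR-451a, had a log2 ratio of 1.21 that was 0.84, under 2-fold, without overexpression library B. These lists were fixed after the values of Supplementary Table 4 had been seen, so their counts are not independent evidence.

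Of 9 members of the let-7 family, which restrains growth-promoting genes such as LIN28 and MYC, 8 were lower and none was higher. By limma, 8 fell at an adjusted p under 0.05 (9 when adjusted over the list alone). The list was fixed after the values of Supplementary Table 4 had been seen, so these counts are not independent evidence. The mean normalized count of let-7a-5p was 9817 with overexpression and 29654 in control (log2 ratio −1.59, limma standard error 0.16, adjusted p = 0.0018). let-7i-5p had the smallest difference, a log2 ratio of −0.84. Of 13 members of the miR-17-92 clusters, which promote lymphocyte growth, 5 were lower, none was higher, and 4 fell at an adjusted p under 0.05 from limma (10 when adjusted over the list alone). The list joins the miR-17-92, miR-106a-363 and miR-106b-25 clusters. The other 8 members were neither higher nor lower. Among them, miR-19a-3p and miR-19b-3p, of the same cluster as miR-17-5p, had log2 ratios of 0.14 and −0.12. miR-17-5p had a log2 ratio of −1.32 and miR-20b-5p of −1.19, but without control library B the log2 ratios of the 5 lay between −0.84 and −0.48, under 2-fold. The 4 past the limma threshold were miR-17-5p, miR-106a-5p, miR-20b-5p and miR-363-3p. Their adjusted p-values from the authors' DESeq test are 0.691, 0.670, 0.308 and 0.0625. Of 7 members of the miR-15/16 family, which targets the survival gene BCL2, 3 were lower and 2 fell at an adjusted p under 0.05 from limma (4 when adjusted over the list alone). These were miR-424-5p, with a log2 ratio of −1.20 that was −0.95 without control library B, and miR-16-5p, with a log2 ratio of −1.83 that was −1.11 without it. The authors' DESeq test gives them adjusted p-values of 0.0191 and 0.721. miR-16-5p had normalized counts of 10484 and 24095 in control libraries A and B. The other member counted as lower, miR-195-5p, had a log2 ratio of −1.42 that turned to 0.36 without control library B. None of 13 miRNAs abundant in T cells and other leukocytes differed by 2-fold. Of these, miR-146a-5p rose (log2 ratio 0.91) and miR-142-5p, miR-29a-3p and miR-29b-3p fell at an adjusted p under 0.05 from limma, with log2 ratios of −0.74, −0.66 and −0.90 (2 rose and 6 fell when adjusted over the list alone).

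In all, 174 miRNAs were counted as higher and 164 as lower among 1115 with a mean of at least 1. The share counted as higher was 51.5%, against 67.5% (222 higher, 107 lower) when libraries were scaled to their total without the 10 most abundant miRNAs and 68.1% (224 higher, 105 lower) when scaled to total reads, and 46.2% (153 higher, 178 lower) with TMM and 44.3% (149 higher, 187 lower) with upper-quartile scaling, so which direction held the majority depended on the scaling. By limma, 21 miRNAs rose and 34 fell at an adjusted p under 0.05, and 16 of those that rose and 22 of those that fell did so by at least 2-fold. Of the 51 miRNAs of Supplementary Table 4, 23 were counted as higher and 28 as lower with overexpression, and 30 passed the limma threshold. The authors' own p-values in the deposited table give 55 miRNAs at a raw p under 0.05 and at least 2-fold, and 28 at an adjusted p under 0.05 and at least 2-fold. Without control library A the log2 ratios of miR-1-3p and miR-133a-3p were 9.65 and 8.15, and without control library B they were 7.14 and 7.13.

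**Figure D1:**
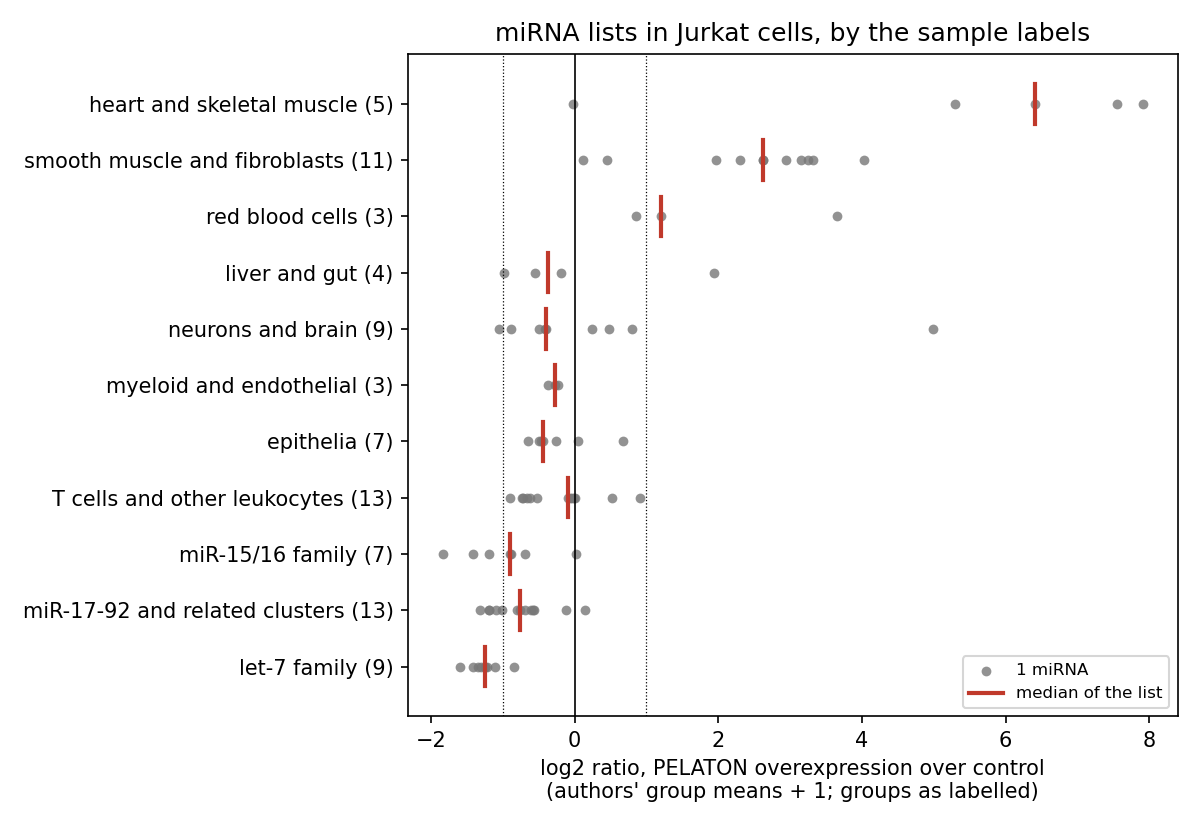
Log2 ratio of the group means (pseudocount 1), PELATON overexpression over control by the sample labels, of each miRNA with at least 10 reads in 11 lists fixed before the data were examined, with the number of miRNAs in parentheses. The values of Supplementary Table 4 had been seen before the lists were fixed. Gray points are miRNAs, red bars are medians and dotted lines mark 2-fold, and the medians run from −1.25 in the let-7 family to 6.41 in miRNAs of heart and skeletal muscle.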

In order to explore whether PELATON regulates Th2 cell differentiation by binding to miRNAs, we used transcriptome sequencing to detect changes that occurred in miRNA expression during PELATON overexpression, and found significant changes in the expression of all 51 miRNAs (Supplementary Table 4, P < 0.05). The 51 miRNAs collectively acted on a total of 88,171 target genes, as predicted by miRanda (Supplementary Table 5). Subsequently, a KEGG enrichment analysis was conducted on the target genes associated with the 51 miRNAs (Supplementary Table 6). The results revealed that 14 target genes of 34 miRNAs were significantly enriched in pathways related to the regulation of Th2 differentiation (Fig. 3a). 

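GATA3 and the other target genes are mRNA genes and were not measured in the deposited table, so the data here are those of the miRNAs whose predicted targets were pooled. The paper's Supplementary Table 6 tests 322 pathways on these targets. For Th1 and Th2 cell differentiation, the paper's table lists 68 of the pathway's 90 genes with a p of 0.61296 and an FDR of 1. Calculated from these entries, 75.6% of the genes of this pathway were listed as targets, and the median over the 205 pathways with at least 50 genes was 76%. The lowest FDR of any pathway in the paper's table is 0.884983. Of the 14 Th2 genes on its second sheet, 5 are also listed under Th1 and Th2 cell differentiation. Of the miRNAs that contributed targets, 25 had an adjusted p under 0.05 in the authors' deposited table.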

Our data showed that among the 6 miRNAs predicted to bind to GATA3, 3 miRNAs (miR-6775-3P, miR-1291, and miR-10b-5p) were downregulated by PELATON overexpression. This was opposite to the up-regulated expression trend of GATA3, suggesting that the miRNAs might be GATA3 regulators. 

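All 3 of these miRNAs were higher in the libraries labelled PELATON overexpression than in those labelled control. miR-10b-5p had a mean normalized count of 96.6 in the libraries labelled overexpression and 9.28 in those labelled control, a log2 ratio of 3.25 (limma 3.65, standard error 0.71, adjusted p = 0.0269). Its reads were 107 and 62 in the libraries labelled overexpression and 20 and 3 in those labelled control. The log2 ratio was 4.78 without control library A and 2.52 without control library B. miR-1291 had means of 273 and 119, a log2 ratio of 1.19 (limma 1.15, standard error 0.29, adjusted p = 0.0614) that was 0.82, under 2-fold, without overexpression library A. miR-6775-3p had 7 and 12 reads with overexpression and 1 read in each control library, a ratio of 13.2 with an exact 95% interval of 3.19 to 117 that covers counting error only. Its limma log2 ratio was 2.72 (standard error 0.91, adjusted p = 0.162), and the log2 ratio of its means was 2.88, 3.42 without overexpression library A and 2.01 without overexpression library B. The authors' adjusted p-values in the deposited table are 1.42e-05 for miR-10b-5p, 0.194 for miR-1291 and 0.617 for miR-6775-3p. Adjusted over the list alone, all 3 passed the limma threshold of 0.05, but the list was chosen by the study on these samples and is not independent evidence of its direction. A list of miR-10b-5p and its relatives joined 2 different seeds, ACCCUGU of miR-10a-5p and miR-10b-5p and ACCCGUA of miR-99a-5p, miR-99b-5p and miR-100-5p. Of its 5 members, 4 were higher. The remaining member, miR-10a-5p, which has the seed of miR-10b-5p, had a log2 ratio of 0.22. Of the 4, miR-99b-5p had a log2 ratio of 1.08 that was under 2-fold without overexpression library A (0.94) or control library A (0.97). miR-10b-5p is also abundant in muscle and fibroblasts, and the muscle miRNA miR-206 had a mean of 84.2 with overexpression and 0 reads in both control libraries, which makes it at least 68.1-fold higher (floor of 3 reads over the control libraries). On GRCh38, MIR10B lies on chromosome 2 from 176150303 to 176150412 within HOXD3, MIR1291 on chromosome 12 from 48654444 to 48654530 within KANSL2, and MIR6775 on chromosome 16 from 87834592 to 87834660 within SLC7A5. MIR1291 overlaps the small nucleolar RNA gene SNORA2C on the same strand, so its reads may be shared with it. From the opposite trends that it gives for these miRNAs and GATA3, the paper proposes that the 3 miRNAs might regulate GATA3.

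**Figure D2:**
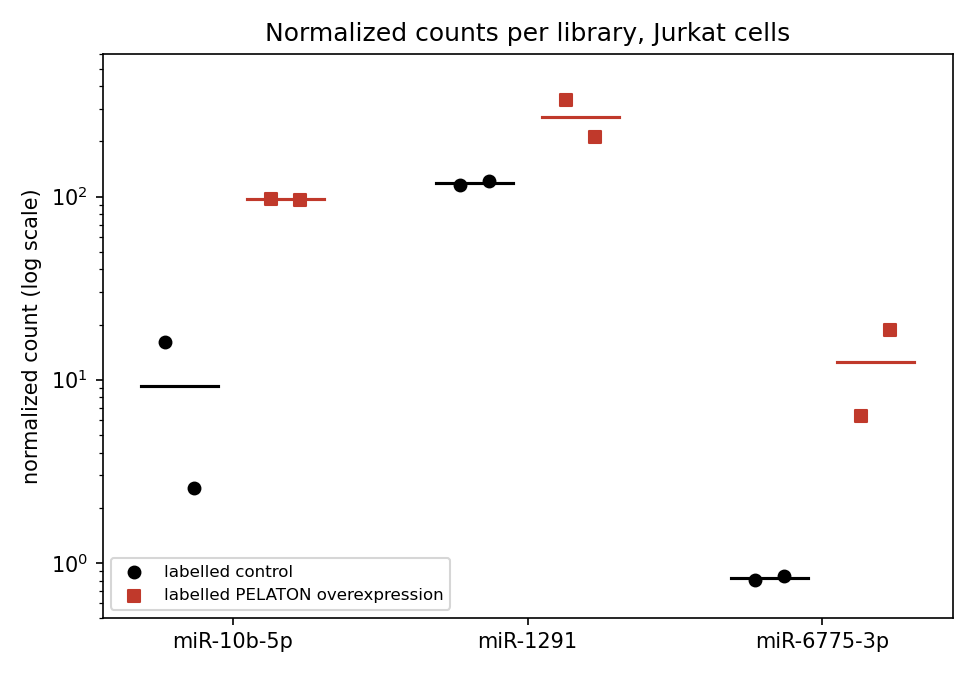
Normalized counts (log scale) of miR-10b-5p, miR-1291 and miR-6775-3p in each of the 4 recovered libraries, with control libraries as black circles, overexpression libraries as red squares and group means as lines. Both overexpression libraries lie above both control libraries for each miRNA, a placement that has an exact two-sided permutation p of 0.333, the smallest that 2 libraries against 2 allow.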

The other 3 miRNAs were upregulated by PELATON overexpression, which had a similar trend of expression with GATA3 and were opposite to the miRNA inhibition function on mRNAs. Hence, we only verified the expression of the 3 miRNAs, miR-6775-3P, miR-1291, and miR-10b-5p. The result showed that while miR-10b-5p expression was obviously downregulated, the levels of miR-6775-3p and miR-1291 expression did not significantly change in PBMCs that overexpressed PELATON (Fig. 3b).

**Fig. 3:**
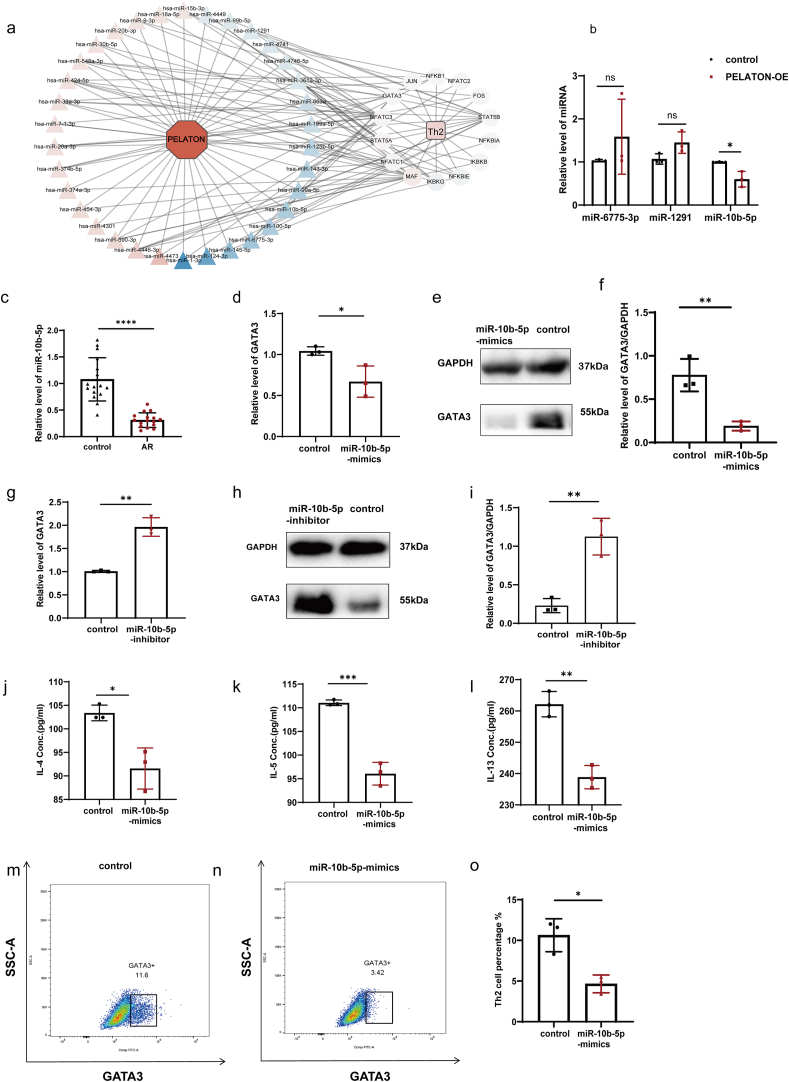
Effect of miR-10b-5p on Th2 cell differentiation and activation. (a) The regulatory relationship of 34 miRNAs and their 14 target mRNAs related to Th2 cell differentiation when PELATON was overexpressed in Jurkat cells. A qPCR-based analysis showed that: (b) MiR-10b-5p expression was significantly downregulated, and the expression of 2 other miRNAs was not significantly changed by PELATON overexpression, and (c) the expression of miR-10b-5p in AR (n = 16) and control subjects (n = 16). (d) Expression of GATA3 mRNA in the control and miR-10b-5p mimics groups, as detected by qPCR. (e) Expression of GATA3 protein in control versus miR-10b-5p mimic groups, as detected by western blotting. (f) The relative expression of GATA3/ACTIN was analyzed using ImageJ software (n = 4). (g) Expression of GATA3 mRNA in the control and miR-10b-5p inhibitor groups was detected by qPCR. (h) Expression of GATA3 protein in the control and miR-10b-5p inhibitor groups was detected by western blotting. (i) The relative expression of GATA3/ACTIN was analyzed using ImageJ software (n = 3). (j, k, l) Changes in the levels of IL-4, IL-5, and IL-13 in the cell supernatants of the control group versus the miR-10b-5p mimic groups, as detected by ELISA. (m, n) Proportion of GATA3^+^Th2 cells in the CD4^+^T cell population of the control and miR-10b-5p mimic groups, as detected by flow cytometry. (o) Comparison of Th2 cell proportions between the control and miR-10b-5p mimic groups as detected using FlowJo software (n = 3). ∗, *P* < 0.05, ∗∗, *P* < 0.01, ∗∗∗, *P* < 0.001

We then verified the expression and function of miR-10b-5p in regulating Th2 in AR. In patients with AR, PBMCs exhibited a significantly reduced expression of miR-10b-5p when compared to PBMCs from control subjects (Fig. 3c). Overexpression of miR-10b-5p suppressed GATA3 expression (Fig. 3d, 3e, 3f, and Supplementary Fig. 3), whereas knockdown of miR-10b-5p led to an upregulation of GATA3 at both the mRNA and protein levels (Fig. 3g, 3h, 3i and Supplementary Fig. 3). These results showed that miR-10b-5p inhibited GATA3 expression. In addition, miR-10b-5p mimics were found to decrease the secretion of IL-4, IL-5, and IL-13 (Fig. 3j, 3k, and 3l). A flow cytometry analysis showed a significant decrease in the proportion of Th2 cells within the CD4^+^T cell population following miR-10b-5p overexpression (Fig. 3m, 3n, 3o). These findings collectively demonstrated that miR-10b-5p negatively regulates the differentiation and activation of Th2 cells.

### PELATON directly bound to miR-10b-5p to regulate GATA3 expression

We next explored the association between PELATON and miR-10b-5p and found that miR-10b-5p expression decreased after PELATON was overexpressed and increased after PELATON knockdown (Fig. 4a). Similarly, miR-10b-5p overexpression decreased PELATON expression, and miR-10b-5p knockdown enhanced PELATON levels (Fig. 4b). The results suggest that PELATON might bind to miR-10b-5p. We hypothesized that PELATON might regulate GATA3 expression by directly binding to miR-10b-5p, thereby affecting Th2 cell differentiation and activation. Because miR-10b-5p might bind to PELATON at the 5′-GGTTC-3′ site and to GATA3-3′UTR at the 5′-ACAGGG-3′ site, we performed a dual luciferase reporter assay to verify our hypothesis. Subsequent results showed that miR-10b-5p mimics significantly reduced the relative luciferase activity of PELATON-WT, while no change was observed in the PELATON-MUT, thereby suggesting that miR-10b-5p can directly bind to PELATON (Fig. 4c). A similar trend was observed in the GATA3-3′UTR, which indicated that miR-10b-5p could also bind to the GATA3-3′UTR (Fig. 4c). Furthermore, the levels of PELATON and miR-10b-5p expression showed a significant negative correlation in both the AR and control subjects (r = −0.8926, *p* < 0.0001) (Fig. 4d). These results demonstrated that miR-10b-5p was capable of directly interacting with PELATON and the GATA3-3′UTR, thereby regulating their expression and function.

**Fig. 4:**
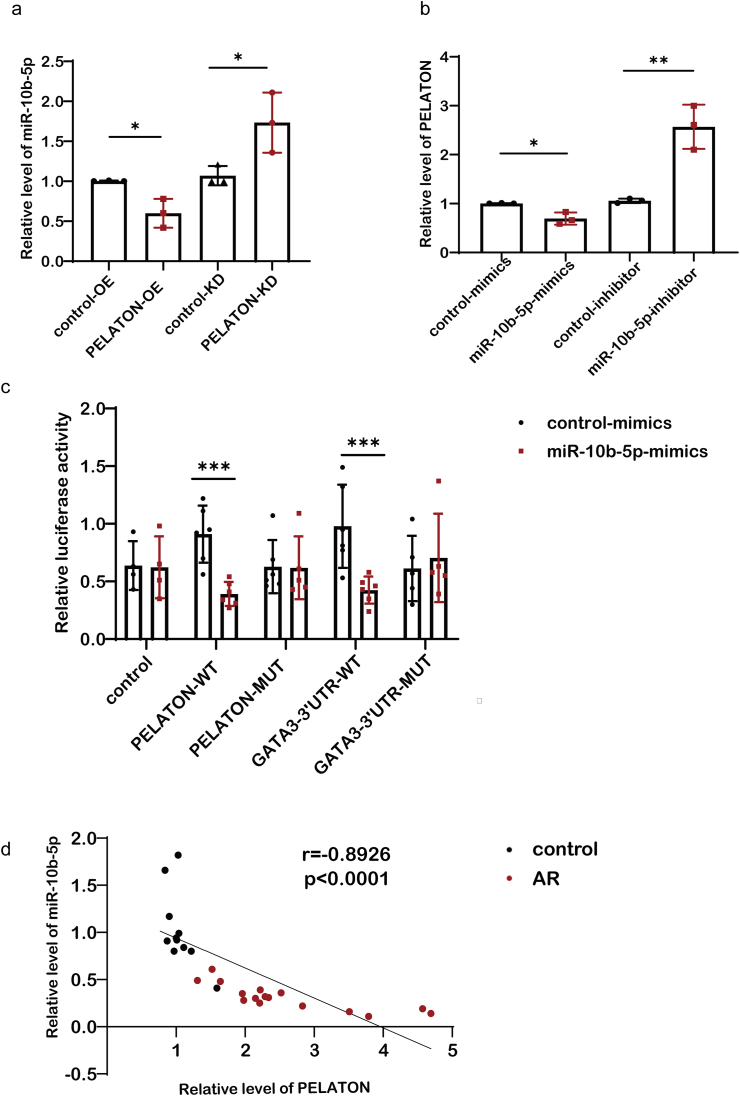
Binding of MiR-10b-5p to PELATON and GATA3-3′UTR. A qPCR-based analysis was performed of: (a) Expression of miR-10b-5p after PELATON overexpression or knockdown, and (b) Expression of PELATON after miR-10b-5p mimics or inhibitor treatment. (c) Relative luciferase activity of the PELATON WT/MUT and GATA3-3′UTR WT/MUT in the control and miR-10b-5p mimic groups (n = 5). ∗, *P* < 0.05, ∗∗, *P* < 0.01, ∗∗∗, *P* < 0.001. (d) Correlation analysis of the relative expression of PELATON with the corresponding miR-10b-5p levels in all subjects as determined by Spearman's rank correlation coefficient. n = 32, r = −0.8926, *P* < 0.0001

### MiR-10b-5p modulated the regulation of Th2 cell activation by PELATON

To investigate the role of miR-10b-5p in PELATON-mediated regulation of Th2 cell differentiation, we examined the expression levels of the Th2-specific transcription factor GATA3 and the Th2-associated cytokines (IL-4, IL-5, and IL-13) in PBMCs following miR-10b-5p and PELATON overexpression. When both miR-10b-5p and PELATON were overexpressed, the expression levels of GATA3 and the 3 cytokines were lower than those when PELATON alone was overexpressed; however, the levels were higher than those when miR-10b-5p alone was overexpressed (Fig. 5a, 5b, 5c, and 5d). These results revealed that miR-10b-5p effectively inhibited the upregulation of GATA3, IL-4, IL-5, and IL-13 induced by PELATON overexpression. They further demonstrated that miR-10b-5p could directly bind to PELATON, thereby impairing the regulatory effect of PELATON on GATA3. Our results showed that PELATON acts as a competitive endogenous RNA (ceRNA) for miR-10b-5p, thereby modulating GATA3 expression. This regulatory mechanism subsequently influences the differentiation and activation of Th2 cells.

**Fig. 5:**
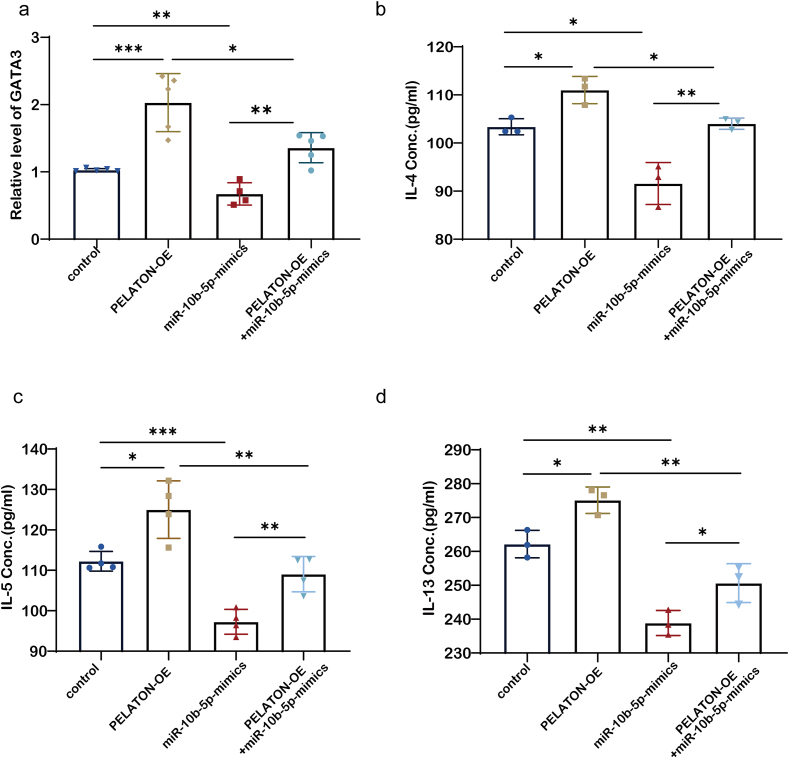
MiR-10b-5p attenuated the effect of PELATON on Th2 differentiation and activation. (a) Expression of GATA3 in the control group, PELATON overexpression group, miR-10b-5p mimics group, and PELATON and miR-10b-5p co-overexpression group, as detected by qPCR (n = 5). (b, c, d) Expression of IL-4, IL-5, and IL-13 in cell culture supernatants of the control group, PELATON overexpression group, miR-10b-5p mimics group, and PELATON and miR-10b-5p co-overexpression group, as detected by ELISA (n = 3). ∗, *P* < 0.05, ∗∗, *P* < 0.01, ∗∗∗, *P* < 0.001

## Discussion

Th2 cell differentiation plays a crucial role in AR progression, with the ectopic accumulation of Th2 cells in AR leading to the release of Th2 cytokines, such as IL-4, IL-5, and IL-13.^30^ These cytokines trigger B cell proliferation and differentiation into plasma cells, resulting in the production of IgE and the initiation of type 2 allergic reaction.^31^ IL-4 plays a crucial role in driving the transformation of naïve CD4^+^T cells into Th2 cells.^32^ The inhibition of Th2 cell responses attenuates allergic inflammation in AR.^33^

Previous studies have demonstrated that lncRNAs play a critical role in CD4^+^ T cell differentiation and their dysregulated activation during allergic airway inflammatory diseases. LncRNA-PVT1 demonstrated significant positive associations with Th2 cell-mediated immune responses in patients with AR.^34^ Meanwhile, lncRNA-NEAT1 was strongly correlated with both clinical severity measures and systemic inflammation markers.^35^^,^^36^ Additionally, several lncRNAs were shown to be differentially expressed in CD4^+^T cells in a mouse model of allergic airway inflammation. Reversing the expression of those lncRNAs could effectively suppress the secretion of pro-inflammatory mediators and alleviate the symptoms of allergic inflammation. For instance, Ma et al. 2022 found that lncRNA FR215775 knockout in an AR mouse model alleviated allergic symptoms and reduced IL-4 and IL-5 expression.^37^ Our previous study also showed the involvement of lncRNA FAM239A in regulating Th cell responses.^38^ Our current study revealed that PELATON promotes the release of inflammatory factors resulting from an increase in Th2 cells in patients with AR. Moreover, this suggests that PELATON may be an AR regulator, which warrants further clinical investigation into its role as a biomarker of AR.

LncRNAs perform different functions based on their cellular localization. In the cytoplasm, lncRNAs modulate mRNAs by regulating miRNAs. This regulatory network influences diverse biological processes, such as cellular proliferation, differentiation, apoptosis, and activation, ultimately contributing to the development and progression of various diseases.^8^ However, it remains unknown whether lncRNAs can regulate Th2 cell responses by modulating miRNA function in AR.

Emerging evidence highlights the pivotal regulatory roles played by miRNAs in AR. For example, miR-135a, miR-124-3p, and miR-182-5p were reported to reduce the instances of nasal rubbing and sneezing in AR mouse models. They also reduced the levels of GATA3 and Th2 inflammatory factors, which are key to restoring the Th1/Th2 imbalance in AR mice.^39^, ^40^, ^41^ MiR-146a expression was found to be markedly downregulated in patients with AR. Furthermore, miR-146a was able to promote regulatory T cell (Treg) differentiation and enhance T cell activity by targeting STAT5b.^42^ Although these studies demonstrated the important role played by miRNAs in AR, their regulation by lncRNAs has not been thoroughly investigated. We found that PELATON overexpression significantly altered the expression levels of several miRNAs. Subsequent experiments demonstrated that PELATON could regulate the expression of downstream GATA3 by targeting miR-10b-5p, which underscores the pivotal role played by miR-10b-5p in AR pathogenesis. Previous studies reported that miR-10b-5p reduced the percentage of Th17 cells and the levels of key inflammatory mediators, including IgE, IL-4, IL-6, and IL-17 in AR mice.^43^ It also decreased the levels of SRSF1 in T cells from systemic lupus erythematosus (SLE) patients^44^ and inhibited IL-17A production and Th17 cell differentiation in patients with ankylosing spondylitis.^45^ Our study identified the role of miR-10b-5p in Th2 cell differentiation and activation, suggesting that it may play a crucial role in the differentiation of various Th cells under the influence of distinct upstream regulators.

LncRNAs and miRNAs regulate signaling pathways in various cell types and thereby influence the stability of immune cells and the intensity of inflammation. In AR, lncRNAs act as ceRNAs by competitively binding to miRNAs via miRNA response elements, thereby regulating target gene expression.^46^ For example, Yue et al. 2020 found that lncRNA00632, which is downregulated in the nasal mucosal tissues of patients with AR, acted as a miRNA sponge that targeted miR-498 and effectively inhibited the IL-13-triggered release of pro-inflammatory mediators.^47^ Similarly, studies have revealed that lncRNA MALAT1 competitively binds to GATA3 alongside miR-135b-5p, thereby promoting Th2 cell differentiation in patients with AR.^48^ The lncRNA JP X functions as a sponge for miR-378g, upregulating CCL5 and promoting Treg/Th17 homeostasis in AR.^49^ These findings illustrate the important role played by the ceRNA network mechanism in AR. Formation of the PELATON/miR-10b-5p/GATA3 ceRNA network regulatory mechanism presents new possibilities for finding therapeutic targets for AR.

Nevertheless, this study does have certain limitations. The generalizability of our findings is limited by the sample size, and the identified regulatory mechanism must be further verified in larger-scale studies. Transcriptome sequencing revealed that the expression levels of 51 miRNAs and 31 mRNAs were significantly altered following the overexpression of PELATON, indicating the intricate nature of how lncRNAs function. Furthermore, the number of genes potentially regulated by PELATON remains unverified, thereby necessitating further studies to elucidate the network's complexity. Although PELATON was found to regulate specific miRNAs (notably miR-10b-5p), its overall regulatory scope (particularly concerning nuclear functions and unverified target genes) remains uncharacterized. Additional research is warranted to investigate the multifaceted complexity of PELATON.

In conclusion, our study demonstrates that lncRNA PELATON promotes Th2 differentiation in patients with AR by upregulating GATA3. Mechanistically, PELATON competes with miR-10b-5p to form a ceRNA network, thereby counteracting miR-10b-5p's suppression of Th2 inflammation. These findings reveal a novel lncRNA-mediated pathway involved in AR pathogenesis and suggest PELATON as a potential biomarker and therapeutic target for AR. While inhibition of PELATON or augmentation of miR-10b-5p represents a potential therapeutic strategy for AR, achieving precisely targeted delivery while avoiding off-target effects remains challenging. Current studies indicate that nanoliposomes or exosomes are biocompatible and have low immunogenicity,^50^, ^51^ suggesting their possible use for lncRNA delivery. Our future work will focus on developing delivery methods for PELATON and miR-10b-5p, offering potential options for AR treatment.

## Abbreviations

AR, allergic rhinitis; lnc, lncRNA; GATA3, GATA binding protein 3; miR, microRNA; PBMCs, peripheral blood mononuclear cells; ceRNA, competitive endogenous RNA; UTRs, untranslated regions; SPT, skin prick test; WT, wild-type; MUT, mutant.

## Consent to participate

Informed consent was obtained from all individual participants included in the study.

## Author contribution

**Zhen Liu:** Conceptualization, Validation, Visualization, Writing - original draft. **Yumei Li:** Conceptualization, Formal analysis, Investigation. **Xiangkun Zhao**: Data curation, Validation. **Qi Sun**: Methodology, Software. **Yu Zhang:** Project administration, Writing - review & editing. **Yaqi Wang:** Data curation, Formal analysis. **Han Fang:** Data curation, Formal analysis. **Yujuan Yang**: Supervision, Project administration. **Yakui Mou:** Supervision, Project administration. **Xicheng Song:** Conceptualization, Funding acquisition, Resources, Writing - review and editing. All authors contributed to the article and approved the submitted version.

## Ethics approval

This study was approved by the Institution Ethics Committee of Yantai Yuhuangding Hospital (Approval No. No.2021-421). Our experiments were performed in accordance with the Declaration of Helsinki.

## Availability of data and materials

The datasets generated during the current study are available in the GEO repository, GSE252412 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252412).

## Confirmation of unpublished work

The manuscript is original, has not been published before, is not currently being considered for publication elsewhere.

## Declaration of Generative AI and AI-assisted technologies in the writing process

Nothing to disclose.

## Funding

This work was supported by National Natural Science Foundation of China，China (82071021, 82301281); Major Scientific and Technological Innovation Project of Shandong Province, China (2022CXGC020506); scholar project of Yantai’s “Double Hundreds Plan, China.

## Declaration of competing interest

The authors have no relevant financial or non-financial interests to disclose.

## Figures and Tables

**figs1:**
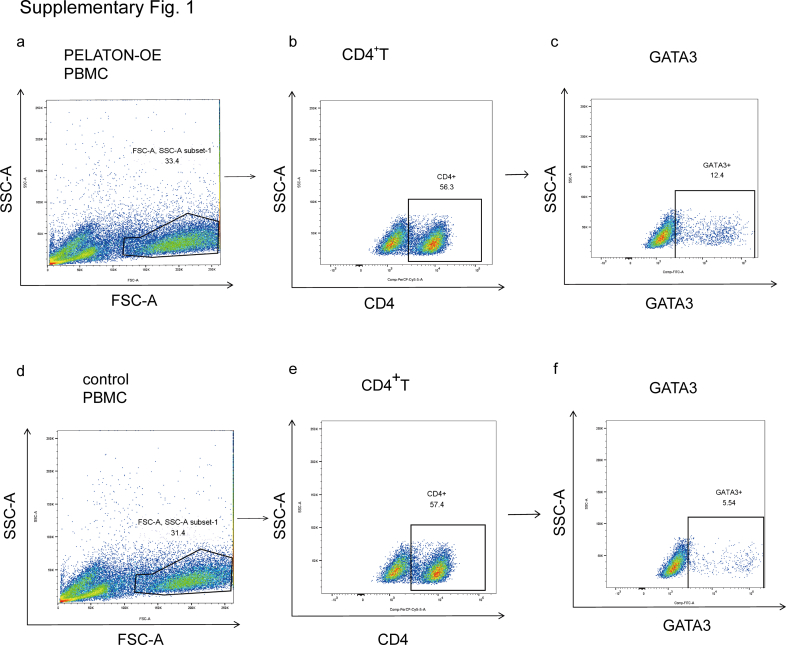

**figs2:**
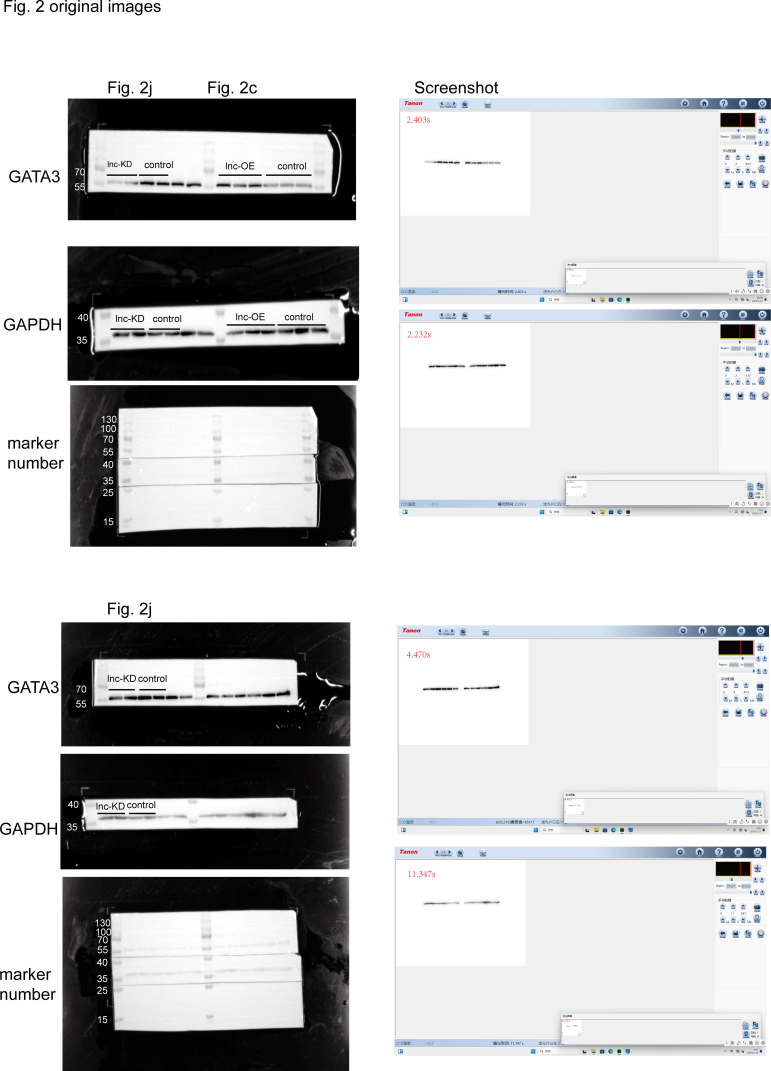

**figs3:**

How the deposited data were processed for this re-analysis (not part of the article)

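Small RNA sequencing of Jurkat cells was represented by 2 samples, 1 labelled control and 1 labelled overexpression of lnc-CEBPB-13, the name the sample labels give to PELATON. The paper's methods describe a small RNA library kit, while the sample labels describe an mRNA kit; the deposited table lists 1450 mature miRNAs only. No other data of the study were analysed here, and no sample of a patient or control subject was used.

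The authors counted reads per miRNA and divided them by size factors of DESeq, version 1.8.3 by the methods, on genome build GRCh38.p14 by the submitters' notes; the aligner, the adapter trimming and the miRNA annotation are not named in the paper's text. The deposited signal values are the mean normalized count of each group and the mean of both. The deposited ratio is the fold of the control mean over the overexpression mean, and it equals control over overexpression in 1080 of the 1080 miRNAs with both means above 0 (relative tolerance 1e-09). The deposited log2 fold change is the log2 of that ratio and is infinite where a group is at 0. The p-value of the authors is that of DESeq, with a Benjamini-Hochberg adjustment over the table. The paper's text does not name which replicates entered the sequencing.

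The table was analysed as normalized counts, since it holds no raw counts; the plan for this case had been set before the data were examined. The ratio was taken the other way round, as overexpression over control, on the log2 scale with a pseudocount of 1, which understates the difference of low miRNAs. A miRNA was counted as higher or lower at a 2-fold difference and a mean of both groups of at least 1, with no test and no interval. For 21 lists of genes fixed before the data were examined, the median log2 ratio was taken over members with at least 10 reads, and its percentile was found among 10000 random lists of the same size, each member replaced by one of the 51 miRNAs nearest to it in mean expression; this describes these libraries and is not a p-value. Of these lists, 17 held miRNAs and 4 held mRNA genes, which the table does not measure. The text names every miRNA that the paper's text names and the table holds, the 10 miRNAs with the largest positive and the 10 with the largest negative log2 ratio among those counted and with a mean of at least 10, and some members of the lists. The values of the 51 miRNAs of Supplementary Table 4 had been seen in the paper before this rule and the lists were written. The percentiles of lists with members in that table are therefore not independent of it.

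After the data were examined, the reads of single libraries were recovered. The values of each group column are whole-number combinations of 2 steps, 1 for each library, and each of the 1450 values had 1 solution. The size factors given by the steps were 1.10, 0.645, 1.25 and 1.18, and factors recomputed from the recovered reads of 788 miRNAs by the median-of-ratios method came out at these same values. The recovered libraries are called A and B within each group; these letters carry no pairing. The reads served for depth, for exact 95% binomial intervals of ratios, which cover counting error only, and for floors. A count of 0 was bounded by 3 reads over the 2 libraries of a group, a normalized count of 1.72 for overexpression and 1.24 for control. Counts differed between the 2 libraries of a group by more than counting error, with a chi-square per degree of freedom of 32.3 for overexpression and 131 for control over miRNAs with at least 20 reads.

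The libraries were compared by limma, version 3.58.1, in R 4.3.3, on log2 normalized counts with a pseudocount of 1 and a trended prior variance, over 1115 miRNAs with a mean of at least 1, with Benjamini-Hochberg adjustment. On simulated libraries, 2 against 2, with 1123 miRNAs tested, limma recovered 8.70% of 2-fold, 56% of 4-fold, 86% of 8-fold and 85.7% of 16-fold differences, and it called 0.323% of 928 unchanged miRNAs. With 1 of the 4 simulated libraries left out, it recovered 0% of 16-fold differences, so limma fits with a library left out were not used. Every simulated miRNA was drawn with the same dispersion between libraries, so these rates need not hold for the real libraries. The recovery of whole reads was tested on simulated data too, where it returned 100% of 1450 values.

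The alternatives set before the data were examined were TMM, median-of-ratios and upper-quartile scaling, the total without the 10 most abundant miRNAs, a pseudocount of 5, no filter, at least 50 reads, and thresholds of 1.5-fold and 4-fold; for the authors' calls they were the adjusted p, no fold threshold and at least 50 reads. Scaling to total reads, a pseudocount of 0.5, leaving out each library, limma, and the residual of a loess fit (span 0.5) on the GC content of the hairpin arm, known for 1393 miRNAs (96.1%), were added afterwards; total reads and a pseudocount of 0.5 had been the settings for a table of raw counts. Sites and coordinates came from GENCODE release 29 on GRCh38. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.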

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

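The tests on the miRNAs of muscle, blood and stroma below were chosen after the result was seen, apart from the test of a broad mix of tissues.

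In the authors' deposited table, miR-206, miR-133b, miR-133a-5p and miR-222-5p pass a raw p of 0.05 and a 2-fold difference but are missing from Supplementary Table 4, and each had 0 reads in both libraries of 1 group. miR-206 had a mean normalized count of 84.2 with overexpression (95 and 53 reads), at least 68.1-fold higher than the floor of control. miR-133b had 38.3 (28 and 33 reads), at least 31.0-fold higher, and miR-133a-5p had 30.7 (30 and 22 reads), at least 24.8-fold higher. miR-222-5p, named here after its values were seen, had 13.2 in control (17 and 15 reads) and was at least 7.67-fold lower with overexpression.

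The median log2 ratios of miRNAs of heart and skeletal muscle (6.41, or 6.09 with members at 0 set to their bound), of smooth muscle and fibroblasts (2.63, or 2.62 with bounds) and of red blood cells (1.21) lay at or above the 99.39th percentile of random lists. Of these 19 miRNAs, 11 had a mean of at least 10 in control and 11 are in Supplementary Table 4. The lists were fixed after the values of that table, from these same libraries, had been seen. The percentiles are therefore not independent evidence. In the fibroblast list, 4 miRNAs also belong to the lists of miR-10b-5p, miR-99, miR-100 and miR-125 relatives. They are miR-10b-5p, miR-99a-5p, miR-100-5p and miR-125b-5p. Scaling between libraries is argued against by a muscle median of at least 6.34 under every scaling run, and a single aberrant library by the ratio of the lower overexpression library to the higher control library, with a median of 7.30 over the 15 members counted as higher; this test first took the lowest ratio, 1.62 for miR-451a, which lay between its bounds, and was changed to the median after that value was seen. RNA from a broad mix of tissues that includes epithelia is argued against by a median of −0.32 over 10 miRNAs of epithelia, myeloid and endothelial cells and, in a check added after the values were seen, by a median of −0.20 (spread 0.22) over the 4 of them, all epithelial, with control means as low as in the muscle list, namely miR-200a-3p (4.01 with overexpression, 5.77 in control), miR-200b-3p (11.4 and 16.2), miR-205-5p (8.55 and 8.27) and miR-375-3p (41.0 and 25.3, a log2 ratio of 0.67), although neuronal miR-124-3p (ratio 101) and liver miR-122-5p (log2 ratio 1.94) were higher. Whether such RNA also reached control library A stayed undecided: its median log2 ratio over control library B was 0, with 6 of 16 members above 0 and 3 without reads in both, miR-1-3p (19.2 against 2.55), miR-10b-5p (16.0 against 2.55) and miR-133a-3p (9.61 against 4.24) were higher in control library A, miR-199a-5p (7.20 against 20.4) and miR-145-5p (0 against 3.39) were lower, and the bound that alone would have excluded it was set aside after the value was seen. RNA from muscle, blood and stroma in the libraries labelled overexpression remains a candidate explanation. The most abundant miRNAs of these lists were miR-1-3p at 2847, miR-133a-3p at 1488 and miR-486-5p at 769. The part of blood is the weakest, since miR-486-5p is also abundant in muscle. For the other red blood cell miRNAs, miR-451a had a log2 ratio of 1.21 (limma adjusted p = 0.0924) and miR-144-3p of 0.85, under 2-fold. The 3 miRNAs of myeloid and endothelial cells, which also occur in blood and vessels, were not higher (median log2 ratio −0.28). Their control means had a median of 209, so a small addition of RNA from muscle, blood and stroma could be missed. Since such RNA would move with the group, it cannot be told apart here from an effect of PELATON overexpression, which was not tested.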

How the results depend on the processing

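Of 270 comparisons of 21 results with another setting, 193 stayed within the spread between libraries (or within 1.5 times, for counts), 77 moved beyond it and 0 turned the direction of a called value (medians under 2-fold were not scored for direction, and those of T cells and of neurons crossed 0, the latter from −0.40 to 0.01 without control library B); the cause of each move was not tested unless named. Median-of-ratios scaling is the deposited scaling, so its comparisons could not move and are among the 193 by construction. Scaling to total reads, a pseudocount of 0.5, leaving out each library, limma and the GC fit were chosen after the data were examined. Relative to the deposited scaling, the median log2 ratio of all 1115 miRNAs moved by −0.09 with TMM, −0.15 with the upper quartile, 0.20 with the total without the 10 most abundant miRNAs and 0.21 with total reads, and the list medians below move with it. No paired analysis was possible because the labels give 1 sample per group and the recovered libraries carry no numbers that link the groups. A pseudocount of 1 and no interval are the settings used here, so they were not run again as alternatives, nor was the GC content of the mature sequence, whose sequences were not available here. Depth limits low miRNAs most, as 3 reads over a group amount to a normalized count of 1.72 or 1.24.

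The counts of 174 higher and 164 lower miRNAs were 64 and 57 with a pseudocount of 5, which by construction shrinks low miRNAs, 291 and 287 at 1.5-fold, 47 and 23 at 4-fold, 43 and 54 at 50 reads or more, and 16 and 22 with limma. The count of lower miRNAs was 107 with the total without the 10 most abundant miRNAs and 105 with total reads. With each library left out, the counts ranged from 159 to 229 higher and from 161 to 240 lower. The authors' 55 calls at a raw p became 28 at an adjusted p and 113 with no fold threshold.

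With TMM scaling, the medians were −1.35 for let-7, 6.37 for heart and skeletal muscle and −0.81 for miR-26. With upper-quartile scaling they were −1.41 for let-7, 2.99 for miR-10/99/100, 6.34 for heart and skeletal muscle, −0.53 for liver and gut, −0.72 for miR-30 and −0.87 for miR-26. With the total without the 10 most abundant miRNAs they were −1.03 for let-7, 3.38 for miR-10/99/100, 2.83 for the miR-99 and miR-125 clusters, −0.54 for miR-17-92, 0.14 for T cells and other leukocytes (−0.09 as deposited), 6.52 for heart and skeletal muscle, 2.83 for smooth muscle and fibroblasts, −0.15 for liver and gut, −0.36 for miR-30 and −0.49 for miR-26. With total reads they were −1.02, 3.39, 2.84, −0.52, 0.15, 6.53, 2.84, −0.13, −0.34 and −0.48 for the same lists in that order, and −0.23 for epithelia.

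With a pseudocount of 5, the medians were 2.74 for miR-10/99/100, 2.41 for the miR-99 and miR-125 clusters, 4.16 for heart and skeletal muscle, 2.41 for smooth muscle and fibroblasts and 1.59 for the 3 GATA3 miRNAs, and with a pseudocount of 0.5 they were 7.40 for heart and skeletal muscle and 2.97 for smooth muscle and fibroblasts. After the GC fit, they were −1.05 for let-7, 6.62 for heart and skeletal muscle and 2.89 for smooth muscle and fibroblasts. At 50 reads or more, they were −0.31 for T cells and other leukocytes, 2.95 for smooth muscle and fibroblasts and 2.22 for the GATA3 miRNAs.

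With each library left out, the log2 ratio of miR-10b-5p ranged from 2.52 (without control library B) to 4.78 (without control library A), and over the other alternatives from 2.83 to 3.55. The medians ranged from −1.38 to −1.19 for let-7, 2.52 to 2.99 for miR-10/99/100, 2.41 to 2.87 for the miR-99 and miR-125 clusters, −0.97 to −0.53 for miR-17-92, −0.62 to −0.11 for T cells and other leukocytes, 2.81 to 2.86 for smooth muscle and fibroblasts, −0.47 to −0.11 for epithelia, 2.01 to 3.24 for the GATA3 miRNAs and 0.14 to 0.91 for the other miRNAs that the paper names. These are changes of values only, since limma with 3 libraries recovered 0% of 16-fold differences in simulated libraries and was not used to judge the calls.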

Differences from the paper's values

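For miR-6775-3p, the paper's value in Supplementary Table 4 is −3.91936, under a heading of overexpression against control. The value here is −2.88 on the scale that matches the other values of that table, control over overexpression by the labels, and 2.88 as overexpression over control. Of the alternatives set before the data were examined, none came within the spread between libraries of the paper's value. On the same scale they gave −2.82 with TMM, −2.75 with upper-quartile scaling and −3.05 with the total without the 10 most abundant miRNAs. A pseudocount of 5 gave −1.59. Median-of-ratios, which is the deposited scaling, gave −2.88 by construction. The authors' deposited log2 fold change of miR-6775-3p, which has no pseudocount, is −3.91936.

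The paper gives its 51 miRNAs directions of overexpression against control, and by the sample labels all 51 run the other way here. The paper states that miR-10b-5p, miR-1291 and miR-6775-3p were lowered by PELATON overexpression, and in the libraries labelled overexpression their log2 ratios over control were 3.25, 1.19 and 2.88. The paper's RT-qPCR in PBMCs has miR-10b-5p lower with PELATON overexpression, and shows miR-1291 and miR-6775-3p not significantly different (Fig. 3b). By qPCR, the paper also reports miR-10b-5p higher after PELATON knockdown, and a negative correlation between PELATON and miR-10b-5p across its subjects. These measurements do not settle the direction in the sequenced Jurkat libraries.

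The paper's methods set a corrected p of 0.05 as the threshold, which 36 miRNAs of the deposited table pass, and 28 with a 2-fold difference as well. The paper's count of 51 is reached with a raw p under 0.05, a 2-fold difference and both groups above 0, which gives 51 miRNAs that are all in Supplementary Table 4, and without the condition on both groups the count is 55. Requiring at least 50 reads in place of that condition also gives 51 miRNAs, of which 48 are in Supplementary Table 4.

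The paper states significant enrichment in pathways of Th2 differentiation for 14 target genes of its miRNAs. Of the 14 Th2 genes on the second sheet of its Supplementary Table 6, 5 are listed under Th1 and Th2 cell differentiation. The test of that pathway therefore covers a different set of genes. In the paper's own Supplementary Table 6, Th1 and Th2 cell differentiation has a p of 0.61296 and an FDR of 1, 179 of the 322 pathways have a lower p, and the lowest FDR of any pathway is 0.884983.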

Other observations

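The tests on the sign of the paper's values, and those of scaling, of a single library and of dilution on let-7, were chosen after the result was seen; the test of GC content on let-7 was not.

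Among lists not described above, 4 of 5 members of the miR-99/100 and miR-125 clusters were higher in the libraries labelled overexpression (median log2 ratio 2.62, all 4 at an adjusted p under 0.05 from limma), with miR-125a-5p at 0.25; without overexpression library A or control library A, miR-99b-5p was under 2-fold (0.94 and 0.97). Of 9 miRNAs of neurons and brain, 1 was higher and 1 was lower. miR-124-3p, a neuronal miRNA, had 39 and 34 reads in the libraries labelled overexpression and 0 and 1 in control, a ratio of 101 with an exact 95% interval of 17.7 to 4062, while miR-9-3p had a log2 ratio of −1.06, −0.93 without control library B (both miRNAs with a limma adjusted p under 0.05). Of 4 miRNAs of liver and gut, miR-122-5p, the main liver miRNA, was higher, with a log2 ratio of 1.94 (adjusted p = 0.15 from limma) that was 0.79 without overexpression library B and 2.57 without overexpression library A, and miR-194-5p fell (log2 ratio −0.99, adjusted p = 0.025 from limma). None of 3 miRNAs of myeloid and endothelial cells and none of 7 of epithelia was counted, with medians of −0.28 and −0.44. Of 5 members of the miR-30 family 1 was lower, miR-30b-5p at −1.09 (−0.72 without control library B; 2 members fell by limma), and of 2 members of the miR-26 family 1 was lower, miR-26b-5p at −1.05 (−0.99 without overexpression library A). Of 5 other miRNAs that the paper's text names, miR-124-3p was higher and the median was that of miR-135a-5p, 0.61, which was −0.73 without overexpression library A and 1.29 without control library B. The log2 ratios of miR-182-5p and miR-378g were 0.20 and 0.13. The largest negative log2 ratio among miRNAs with a mean of at least 10 was that of miR-4473, −2.63, with 3 and 1 reads with overexpression and 28 and 17 in control (limma adjusted p = 0.104). Besides miR-16-5p and let-7a-5p, given above, the others of the 10 largest negative log2 ratios were those of miR-4446-3p (−2.01), miR-301b-5p (−1.89, from −3.01 without overexpression library A to −1.26 without overexpression library B), miR-590-3p (−1.69, from −4.28 to −0.81 without the same libraries), miR-1278 (−1.60, from −2.64 without overexpression library B to −1.01 without overexpression library A), miR-4301 (−1.53), miR-32-3p (−1.53, from −2.33 without overexpression library A to −0.79 without control library B) and miR-454-3p (−1.49, and −0.99 without control library B). Of the 10, let-7a-5p, miR-16-5p and miR-454-3p had limma adjusted p-values under 0.05 (0.0018, 0.0272 and 0.0349). Their adjusted p-values from the authors' DESeq test are 1.86e-07, 0.721 and 0.476. Among the 10 largest positive log2 ratios were also those of miR-145-5p, 4.03 (from 3.33 without control library A to 5.46 without control library B), and miR-100-5p, 3.32, with limma adjusted p-values of 0.0330 and 0.0132. The 4 lists of mRNA genes, for Th2 target genes, T helper cytokines, the interferon response and the PELATON locus, could not be measured in a table of miRNAs.

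The median log2 ratio of the 9 let-7 miRNAs was −1.25, at the 0.015th percentile of random lists. The list was fixed after the values of Supplementary Table 4, which come from these same libraries, had been seen. All members except let-7i-5p meet the raw p and fold thresholds of that table, so the percentile is not independent evidence. A trend with GC content of the hairpin arm is argued against as the whole cause by a median of −1.05 after the loess fit, and scaling between libraries by a median of −1.02 or lower under every scaling run. A single aberrant library is argued against by the ratio of the higher overexpression library to the lower control library, which was at most 0.658 over the 9 members. Dilution of Jurkat miRNAs by RNA from other cells would lower them alike, and scaling would remove such a shared shift. A median of −0.0908 over 13 miRNAs abundant in T cells and other leukocytes therefore cannot exclude dilution itself. Dilution as the cause of the let-7 difference is argued against by the let-7 median lying lower by more than the spread between those members (0.53). The leukocyte median was −0.62 without control library A, which misses the bound set for this test, against −1.30 for let-7. Without overexpression library B they were −0.46 and −1.24. An effect of PELATON overexpression and another difference between the cultures of the 2 groups both move with the group and remain open, untested.

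All 51 directions of Supplementary Table 4 are opposite to the sample labels. The log2 fold changes of that table equal the deposited control-over-overexpression values at 6 digits for 51 of 51 miRNAs, which is consistent with that column having been placed under a heading of overexpression against control. A wrong heading of the deposited ratio is argued against, since 0 of 1080 ratios equal the overexpression mean over the control mean. An exchange of the labels of the 2 groups could not be tested, because the deposited table holds 0 entries for PELATON.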
